A study of Danio rerio with 16 samples. Its data were reported in "Klf9 is a key feedforward regulator of the transcriptomic response to glucocorticoid receptor activity" (2020).

How the data were processed

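RNA was sequenced from 16 pools of zebrafish larvae, each pool holding 8 larvae collected at 5 days post fertilization. Larvae came from crosses of carriers of GR369-, a frameshift allele of nr3c1, the gene that encodes the glucocorticoid receptor (GR). They were sorted by visual background adaptation (VBA), a camouflage response of pigment cells that needs the GR. VBA- larvae are homozygous mutants, and VBA+ larvae are a mixture of wild type and heterozygous siblings. Larvae developed in 1 uM cortisol or in DMSO vehicle. Each of the 4 groups had 4 libraries, numbered 1 to 4 in the labels. All pools of a condition were taken from a single dish, and conditions were collected in sequence, so that dish and order of collection cannot be separated from condition.

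The authors trimmed the reads with Trimmomatic, aligned them with STAR to the zebrafish genome and estimated expression per gene with RSEM. They then normalized these estimates with EDASeq, for GC content within each library and by full quantiles between libraries. The values they deposited are the log2 of the normalized count of each gene plus 0.1, and the normalized counts are whole numbers. As a result of the quantile step all 16 libraries hold the same set of values, with a sum of 14653434 normalized counts and 310 zeros in each. Sequencing depth is therefore unknown, no counting error could be attached to a value, and the precision given here is that between pools. Values also come in steps that several genes share in a library. A fold change is on the scale of log2(normalized count + 0.1).

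The authors tested counts with DESeq2. The deposited values are not counts, so limma 3.58.1 in R 4.3.3 was used in its place (lmFit and eBayes with a trend on mean expression), with Benjamini-Hochberg adjustment over the 21686 of 22994 genes with a mean normalized count of at least 5. Each pairwise comparison was fitted on the 8 libraries it concerns, and the difference of the cortisol effect between genotypes was fitted as an interaction on all 16. A gene was called at an adjusted p of at most 0.05, an absolute log2 fold change of at least 0.5, a standard error (SE) under 1 and a mean normalized count of at least 75, which are the limits written in the methods of the study. The study glosses its limit on the mean as about 5 counts in each sample, so it may have been lower than the 75 per library applied here. Counts without it were therefore computed after seeing the data. Of the tested genes, 13772 reached that mean. Principal components were computed on z-transformed values of the 8863 genes with a mean log2 value of at least 7.5. Scores and slopes were compared between groups by two-sided exact permutation tests, for which the smallest p with 4 libraries against 4 is 0.0286. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

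Replicate numbers are shared between groups in the labels. Whether they pair the libraries was checked with the correlation, across genes, of the deviations of same-numbered libraries from their group means. For VBA- against VBA+ in vehicle the 4 correlations were 0.253, 0.212, 0.309 and 0.235, all above the limit of 0.1 set for a pairing. For that comparison a fit with replicate number as a block is printed beside the result where it changes a call. In the other 3 pairwise comparisons at least 1 pair fell under the limit. No batch is stated for these libraries. Correlations between libraries of a group ranged from 0.8898 to 0.973, and no 2 libraries were identical.

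The genes named are 13 study genes and, in each comparison, the called genes with the largest changes. Most study genes are those that the study's text names for this experiment. That text names fkbp5 and eif5a for measurements by quantitative PCR, and it does not name PSME4 or hsp90aa1.2. The genes with the largest changes are the 5 largest rises and 5 largest falls among called genes whose groups of libraries do not overlap. Where 10 or fewer genes were called, all of them are taken. Genes outside this rule are marked where they appear. Symbols came from a table of gene names, which gave a symbol for 21794 gene IDs and prints many of them in the form of the human gene. A symbol was matched exactly first, and without its copy letter (a or b) only where the full symbol had no match. An earlier version dropped the letter in every case and was replaced after results had been seen, because it matched eif5a to another gene. The number of list tests called was 32 under both versions. Copies that share a symbol, as PER1 and PSME4 do, are reported under their gene IDs, as are genes whose symbol is a clone name with a long number, and reads shared between near-identical copies make their values uncertain. Of the 13 study genes 11 were matched, and no match was found for the symbols fosab and hsp90aa1.2. These genes may still be present under another form of the symbol. Whether FOS (ENSDARG00000031683), which is named for its large change, is fosab was not resolved by the matching.

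Camera with a preset inter-gene correlation of 0.01 was run on 10 gene lists in the 5 comparisons, with adjustment over all 50 tests, and repeated with an estimated correlation and with fry. The lists were cortisol immediate early genes (4 genes tested), proinflammatory genes (11), canonical GR targets (22), circadian clock genes (32), synaptic genes (63), basement membrane genes (32), heat shock genes (38), cytosolic ribosomal proteins (79), genes that depended on klf9 in another experiment of the study (399) and genes raised by cortisol in at least 2 of 3 experiments of the study (146). The study chose the immediate early genes on these libraries, and these libraries were among the 3 experiments behind the last list. For the proinflammatory list, 75% of members were matched.

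Alternatives were a fit of all 16 libraries, the replicate block, a term for replicates 1 and 2 against 3 and 4, other filters on low values, the adjusted p alone as the criterion, an offset of 5, rescaling by TMM or median-of-ratios factors, library weights, voom weights, eBayes without the trend, and leaving out each library in turn. Groups, comparisons and their models, lists, the rule for named genes and these alternatives were fixed before the data were examined, except for the change in symbol matching given above. Of the tests of technical explanations, those chosen or worded after their results are named where they are given. The permutation test of slopes was also replaced after seeing the data. As planned, it set each vehicle library against the mean of the other 3, which fixes the vehicle mean at 0 and leaves the slopes of the 2 groups unequal in spread by construction, so all 8 libraries were set against a single reference. A further alternative, a covariate for the score of each library on the axis along which libraries of a group differed, was chosen after seeing the data.

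The procedure was tested on simulated data with 200 changed genes and 4 libraries per group. It called from 62.5% to 77.5% of the changed genes in the 5 comparisons, and from 1.27% to 6.67% of its calls were unchanged genes. Noise in these data was independent between genes and had the same spread in all groups, and the changes were large. These rates therefore do not give the power of the comparisons with VBA- cortisol. In 20 data sets with no change and noise of whole libraries it called at most 0 genes in each of the 5 comparisons. The slope was estimated at 0.472 where the true slope was 0.5, with simulated effects of a wider spread than the observed ones. With variation along an axis in the libraries, 0% of changed genes were called without the covariate and 66% with it. That axis was unrelated to the groups by construction.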

Results

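RNA-seq profiles were compared among 16 pools of 5-dpf zebrafish larvae in a design with 2 genotype classes and 2 treatments. VBA- larvae are homozygous for the GR369- allele of nr3c1, which encodes the glucocorticoid receptor (GR), and VBA+ larvae carry at least 1 functional copy. Larvae of each class developed in vehicle or in medium with 1 uM cortisol, and each of the 4 groups had 4 libraries of 8 larvae. Every library held a sum of 14653434 normalized counts after the quantile normalization, so the depth of sequencing behind a value is unknown. Values are given as log2(normalized count + 0.1), with the SD over libraries for groups and the SE for fold changes.

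The mutated gene was examined first, as a check of the genotype labels. NR3C1 (ENSDARG00000025032) had a level of 9.33 ± 0.16 (SD, n = 4) in VBA+ vehicle libraries and 8.81 ± 0.43 (SD, n = 4) in VBA- vehicle libraries. The log2 fold change was -0.52 ± 0.19 (SE) and did not pass the threshold in limma (adjusted p 0.276, and 0.154 with the replicate block). Replicate 3 of the VBA- vehicle group, at 9.33, lay within the range of the VBA+ libraries. In cortisol the level was 9.48 ± 0.09 (SD, n = 4) in VBA+ and 8.55 ± 0.57 (SD, n = 4) in VBA- libraries. All 4 VBA- cortisol libraries were below all 4 VBA+ cortisol libraries, with a log2 fold change of -0.93 ± 0.25 (SE) and an adjusted p of 0.514 in limma. With a covariate chosen after seeing the data, the score of each library on the axis of variation within groups, it was -1.13 and passed (adjusted p 0.0348 in limma). It did not pass with the replicate block, all 16 libraries in the fit, library weights or a library left out, with adjusted p from 0.14 to 0.888 in limma. Adjusted over the study genes alone, the p of NR3C1 in limma was 0.0422 in vehicle and 0.0252 in cortisol. The study picked some genes of that list from these libraries. Cortisol did not change NR3C1 detectably in VBA+ larvae (0.15 ± 0.10, SE, adjusted p 0.3 in limma), nor NR3C2 (ENSDARG00000102082), which encodes the mineralocorticoid receptor (0.34 ± 0.18, SE, adjusted p 0.199 in limma).

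FKBP5 (ENSDARG00000028396), a target gene of the GR, averaged 8.77 ± 0.26 (SD, n = 4) in VBA+ vehicle and 6.49 ± 1.53 (SD, n = 4) in VBA- vehicle libraries. VBA- vehicle replicate 1 had a value of 8.71, against 6.002, 5.98 and 5.25 in the other VBA- vehicle libraries. With all libraries the log2 fold change was -2.28 ± 0.59 (SE, adjusted p 0.156 in limma). Without VBA- vehicle replicate 1 it was -3.02, with an adjusted p of 0.00131 in limma. The VBA- cortisol libraries had a similar order, with 8.95 in replicate 1 and 6.94, 6.66 and 3.34 in the others.

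**Figure D1:**
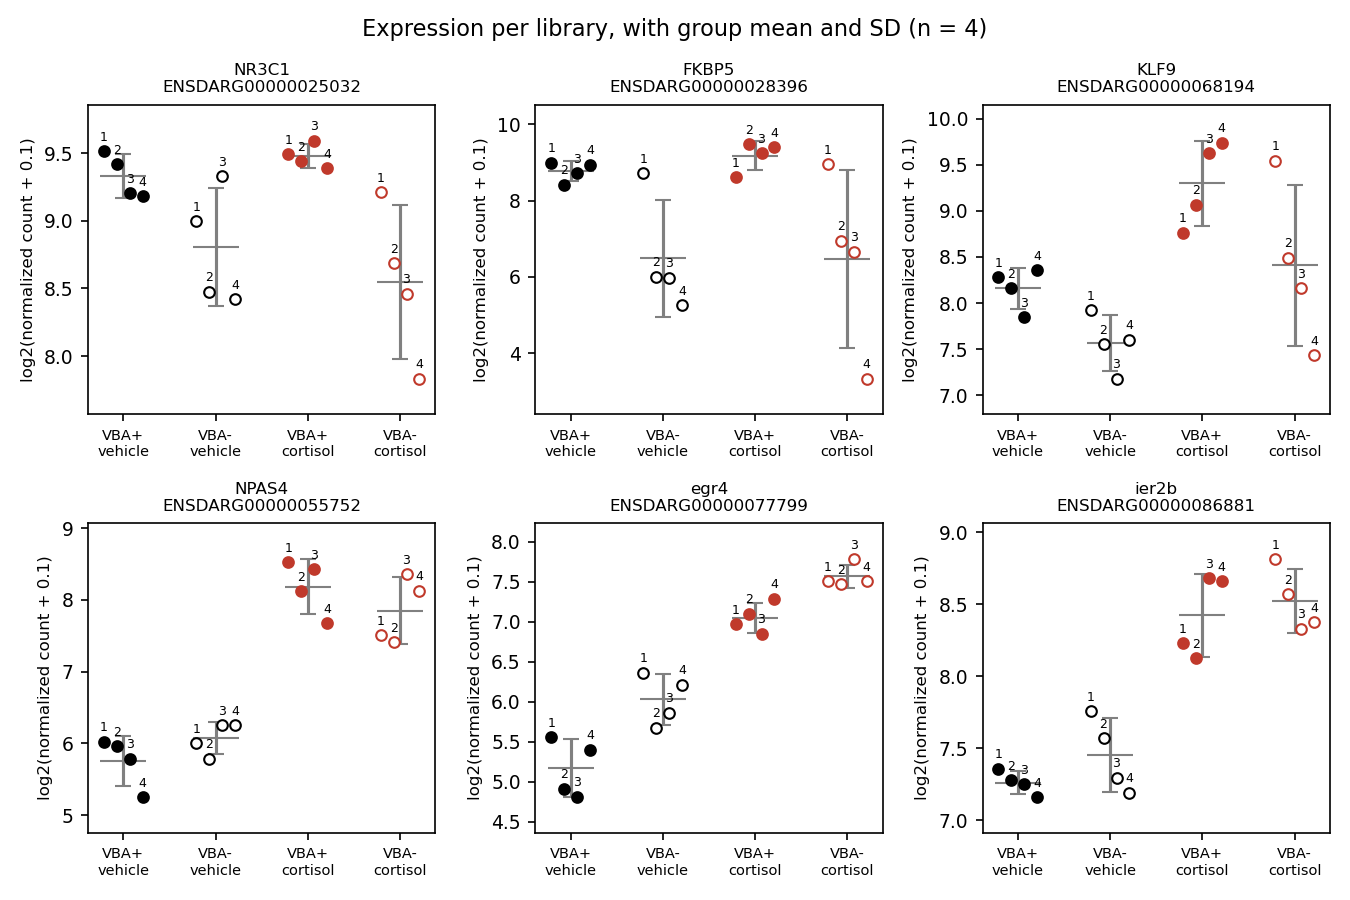
Expression of 6 genes as log2(normalized count + 0.1) in each library (numbered points), with group mean and SD (grey, n = 4); black is vehicle, red is cortisol, filled is VBA+ and open is VBA-. FKBP5 lies at 8.71 and 8.95 in replicate 1 of the VBA- groups and at 6.94 or lower in their other libraries, whereas all 4 cortisol libraries of each genotype exceed all vehicle libraries of that genotype for NPAS4, egr4 and ier2b.

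Principal component analysis asked how far the libraries separate by genotype and treatment. PC1 and PC2 held 47.6% and 15.3% of the variance. In VBA+ larvae the PC1 score was -27.36 ± 17.53 (SD, n = 4) in vehicle and 60.37 ± 43.43 (SD, n = 4) in cortisol, without overlap (exact permutation p 0.0286, two-sided, adjusted p 0.0572 over 8 tests). VBA- larvae had PC1 scores of -23.66 ± 40.9 (SD, n = 4) in vehicle and -9.36 ± 102.5 (SD, n = 4) in cortisol, a difference within the spread of the libraries (exact permutation p 0.857). VBA- cortisol replicates 1 and 2 had scores of -85.14 and -109.3, and replicates 3 and 4 had scores of 91.61 and 65.4. Distances from the group median on PC1 were larger in VBA- cortisol than in each of the other 3 groups (permutation p 0.0286 in each case, the smallest that 4 against 4 can give). This p is approximate, because the 4 distances of a group share its median. PC1 was also computed from these same libraries, so their spread helped to set it. On PC2 the genotypes separated both in vehicle (difference 66.91) and in cortisol (difference 46.89), and cortisol moved VBA+ libraries by 38.47 toward the VBA- side (exact permutation p 0.0286, adjusted p 0.0572 for each). The share of variance on PC1 moved most when values were centred without scaling, to 60.4%.

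**Figure D2:**
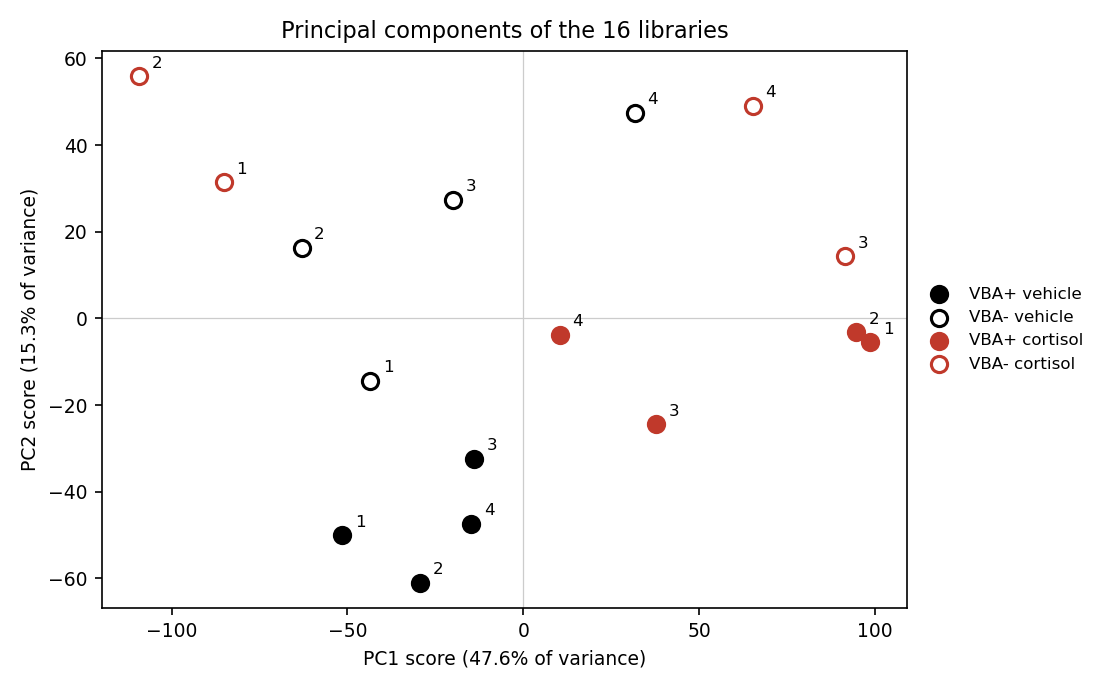
Scores of the 16 libraries on PC1 (47.6% of variance) and PC2 (15.3% of variance), with replicate numbers; black is vehicle, red is cortisol, filled is VBA+ and open is VBA-. VBA- cortisol libraries 1 and 2 lie at -85.14 and -109.3 on PC1, and libraries 3 and 4 lie at 91.61 and 65.4.

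Comparison of VBA- with VBA+ larvae in vehicle addressed which genes depend on the GR without treatment. Of 21686 genes tested, 51 were called, of which 37 were higher and 14 lower in VBA- larvae, and 3032 genes had an unadjusted p under 0.05. With the replicate block 195 genes were called, including 50 of the 51. The count ranged from 1 with eBayes without the trend, or without VBA+ vehicle replicate 2, to 363 with a term for replicates 1 and 2 against 3 and 4. Groups did not overlap for 7.67% of genes, against 2.86% by chance. The largest rise among non-overlapping genes was that of ENSDARG00000101200, from 6.42 ± 0.44 to 9.41 ± 0.73 (SD, n = 4), with a log2 fold change of 2.98 ± 0.33 (SE, adjusted p 0.0171 in limma). It was followed by si:dkey-239b22.2 (ENSDARG00000097826) with 2.37, cyp2aa9 (ENSDARG00000098890) with 2.31, NOS1 (ENSDARG00000068910) with 2.21 and PKP1 (ENSDARG00000052705) with 1.32 (adjusted p from 0.0171 to 0.0461 in limma). The largest fall was that of ENSDARG00000101990, which has no symbol, from 8.51 ± 0.14 to 5.44 ± 1.14 (SD, n = 4), with a log2 fold change of -3.08 ± 0.45 (SE, adjusted p 0.0378 in limma). Next were si:dkey-83h2.2 (ENSDARG00000117109) with -1.96, MATN3 (ENSDARG00000069265) with -0.95, TNNT3 (ENSDARG00000068457) with -0.91 and lgals4 (ENSDARG00000104016) with -0.89 (adjusted p from 0.0309 to 0.0499 in limma). TNNT3 had an SD of 0 among VBA+ vehicle libraries, for which steps of the common distribution shared by abundant genes are a candidate explanation. KLF9 (ENSDARG00000068194) had a log2 fold change of -0.60 ± 0.17 (SE) that was not past the threshold (adjusted p 0.176 in limma). The same held for PER1 (ENSDARG00000056885) with -0.49 ± 0.11 (SE, adjusted p 0.116 in limma) and PSME4 (ENSDARG00000087911) with -0.61 ± 0.15 (SE, adjusted p 0.142 in limma), for which the groups did not overlap. Adjusted over the study genes alone, the p in limma was 0.0122 for KLF9, FKBP5 and these copies of PER1 and PSME4. The study picked some genes of that list from these libraries. By quantitative PCR in another experiment, the study also reported lower klf9 in VBA- larvae.

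Cortisol-treated VBA+ larvae were compared with vehicle-treated VBA+ larvae to measure the response to chronic cortisol where a GR is present. The comparison called 1783 genes, of which 780 were higher and 1003 lower in cortisol, and 7511 genes had an unadjusted p under 0.05. Groups did not overlap for 4380 of the 21686 genes (20.2%), against 2.86% by chance. A fit of all 16 libraries, in which the wide spread of the VBA- cortisol group enters the error, called 21 genes. Without VBA+ cortisol replicate 2 there were 414 calls, 407 of them among the 1783. FOS (ENSDARG00000031683) rose from 5.77 ± 0.22 to 7.87 ± 0.15 (SD, n = 4), a log2 fold change of 2.096 ± 0.14 (SE, adjusted p 0.000555 in limma). NPAS4 (ENSDARG00000055752) rose from 5.75 ± 0.35 to 8.19 ± 0.38 (SD, n = 4), a log2 fold change of 2.43 ± 0.22 (SE, adjusted p 0.00132 in limma). The other large rises were those of BFSP1 (ENSDARG00000074919) with 3.56, ENSDARG00000077872 with 2.64 and ctrl (ENSDARG00000068680) with 2.14 (adjusted p from 0.0175 to 0.0257 in limma). Large falls were those of ENSDARG00000096616 with -1.72, TGM1 (ENSDARG00000101407) with -1.68, ENSDARG00000089903 with -1.60 and ENSDARG00000115271 with -1.56 (adjusted p from 0.00486 to 0.0304 in limma). lgals4 (ENSDARG00000104016) was among the called genes with a change of -1.49. KLF9 (ENSDARG00000068194) rose from 8.16 ± 0.22 to 9.30 ± 0.46 (SD, n = 4), a log2 fold change of 1.14 ± 0.21 (SE, adjusted p 0.0133 in limma). PSME4 (ENSDARG00000087911) rose by 0.93 ± 0.15 (SE, adjusted p 0.0107 in limma), egr1 (ENSDARG00000037421) by 1.27 ± 0.14, egr4 (ENSDARG00000077799) by 1.88 ± 0.20 and ier2b (ENSDARG00000086881) by 1.16 ± 0.14 (SE, adjusted p from 0.00368 to 0.00534 in limma). PER1 (ENSDARG00000056885) had an adjusted p of 0.0328 in limma but a log2 fold change of 0.35, under the limit for a call. The second copy listed as PER1 (ENSDARG00000012499), the second listed as PSME4 (ENSDARG00000018742), eif5a (ENSDARG00000017235) and FKBP5 (ENSDARG00000028396) were not called, with log2 fold changes of 0.01, 0.14, 0.23 and 0.42.

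The same treatment was examined in VBA- larvae to ask what part of the response does not need the GR. No gene was called (0 of 21686), 389 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.308 in limma. Groups did not overlap for 1.52% of genes, against 2.86% by chance. With all 16 libraries in the fit 5 genes were called. NPAS4 (ENSDARG00000055752) went from 6.07 ± 0.22 to 7.85 ± 0.46 (SD, n = 4), a log2 fold change of 1.78 ± 0.24 (SE, adjusted p 0.369 in limma). The change was 1.54 ± 0.19 (SE) for egr4 (ENSDARG00000077799), 1.36 ± 0.29 for FOS (ENSDARG00000031683), 1.07 ± 0.17 for ier2b (ENSDARG00000086881) and 1.03 ± 0.20 for egr1 (ENSDARG00000037421), with adjusted p from 0.308 to 1 in limma. For each of these 5 genes all 4 cortisol libraries were above all 4 vehicle libraries. In the fit of all 16 libraries NPAS4 (adjusted p 0.02), egr4 (0.0129) and ier2b (0.0368) passed the threshold of limma. KLF9 (ENSDARG00000068194) had a log2 fold change of 0.84 ± 0.39 (SE, adjusted p 1 in limma), with values of 9.54, 8.49, 8.16 and 7.43 in cortisol replicates 1 to 4. Without VBA- cortisol replicate 1 its change was 0.47, and without VBA- cortisol replicate 4 it was 1.17. In the same replicates NR3C1 (9.21, 8.69, 8.46 and 7.83) and FKBP5 (8.95, 6.94, 6.66 and 3.34) fell in the same order. PER1 (ENSDARG00000056885) and PSME4 (ENSDARG00000087911) did not follow that order. A rise of KLF9 that does not need the GR is therefore not shown.

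Whether the cortisol effect differed between genotypes was tested by the interaction over all 16 libraries. It called 1 gene, with 1138 genes at an unadjusted p under 0.05. This gene was actb2 (ENSDARG00000037870), with a difference of -0.76 ± 0.10 (SE, adjusted p 0.0241 in limma). Its value was 16.13 in the 4 VBA+ vehicle libraries and 16.89 in the other 12, with an SD of 0 in every group. For KLF9 the difference was -0.30 ± 0.47 (SE, adjusted p 0.835 in limma), and for NPAS4 it was -0.65 ± 0.34 (SE, adjusted p 0.726 in limma). The interaction therefore did not separate the 1783 calls in VBA+ from the 0 calls in VBA- gene by gene. VBA- and VBA+ larvae in cortisol were also compared directly. No gene was called (0 of 21686), 1701 genes had an unadjusted p under 0.05, and groups did not overlap for 4.17% of genes. The count was from 0 to 2 with a library left out. It was 98 with the covariate for the axis within groups, which was added after seeing the data.

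The response of VBA- larvae was then measured along that of VBA+ larvae, as the slope of each library on the VBA+ cortisol effect over the 1783 called genes. A slope of 1 is a response of the same size. VBA- cortisol replicates 1 to 4 had slopes of -0.381, -0.586, 0.925 and 0.786, and VBA- vehicle replicates 1 to 4 had slopes of -0.258, -0.345, 0.11 and 0.493. All 8 slopes are taken against the mean of the vehicle libraries, so the vehicle mean is 0 by construction. The mean in cortisol was 0.186 ± 0.779 (SD, n = 4), not detectably different from vehicle (exact permutation p 0.714, two-sided, in a form of the test chosen after seeing the data). Without VBA- cortisol replicate 3 the mean was -0.0604, and without replicate 4 it was -0.0141. Settings that kept every library gave means from 0.105, over all tested genes, to 0.288, with genes chosen on VBA+ replicates 1 and 2.

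**Figure D3:**
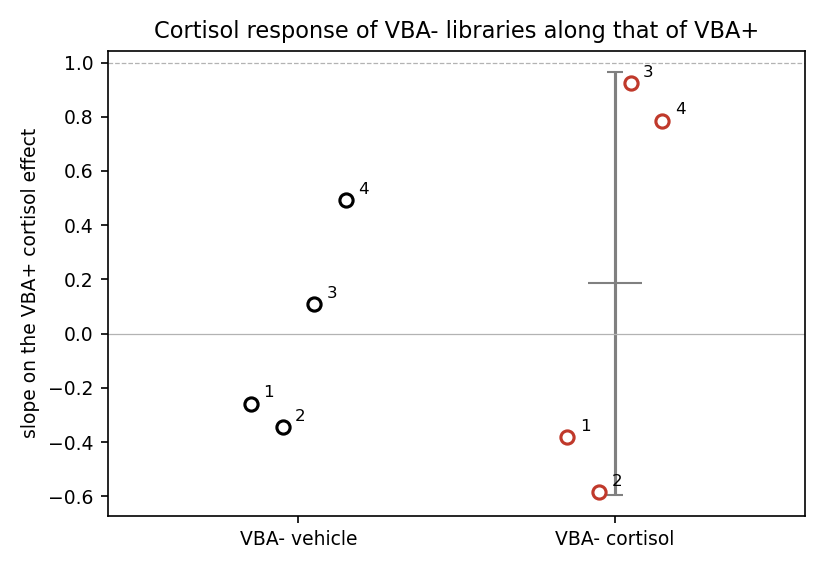
Slope of each VBA- library (numbered points) on the cortisol effect of VBA+ larvae over 1783 genes, against the mean of the VBA- vehicle libraries, with mean and SD for cortisol (grey, n = 4); the dashed line marks a response equal to that of VBA+. Cortisol replicates 3 and 4 have slopes of 0.925 and 0.786, and replicates 1 and 2 have slopes of -0.381 and -0.586.

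No batch is stated for these libraries, but replicates 1 and 2 differed from replicates 3 and 4. Of the 3 ways to split 4 libraries 2 and 2, this split had the largest variance across 13772 genes in 4 of 4 groups. In VBA- cortisol the difference of replicates 3 and 4 from 1 and 2 correlated across genes with the VBA+ cortisol effect at r 0.777, and its SD across genes was 0.752, against 0.403 for that effect. The correlation was 0.718 in VBA- vehicle. Genes are not independent replicates, and no p is given. The comparisons were therefore computed within replicates 1 and 2 and within replicates 3 and 4. Across genes, the effects from both parts correlated at r 0.461 for VBA- against VBA+ in vehicle and 0.522 for cortisol in VBA+. The VBA+ cortisol effect was larger in replicates 1 and 2, with an SD across genes of 0.636 against 0.265 in replicates 3 and 4, and the PC1 scores of VBA+ cortisol replicates 1 to 4 were 98.74, 94.61, 37.78 and 10.33. The effects of both parts correlated at r -0.429 for cortisol in VBA- and -0.475 for VBA- against VBA+ in cortisol, so that across genes as a whole the 2 parts were opposed in these comparisons. Single genes did not follow this, among them the 5 genes above that were higher in all 4 VBA- cortisol libraries than in VBA- vehicle. Nor did cyp2aa9 (ENSDARG00000098890), picked here after its values were seen, which was higher in all 4 VBA- cortisol than in all 4 VBA+ cortisol libraries. With a term for the split, cortisol in VBA+ gave 1858 calls, including 1733 of the 1783, and VBA- against VBA+ in vehicle gave 363 calls, including all 51. In its klf9 experiment the study described a difference between the same replicate numbers, with synaptic signaling raised and translation lowered in replicates 3 and 4. It related this to the order of collection, possibly to stress of capture, and to RNA preparation on separate days. Whether the same applies to these libraries is not known.

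**Figure D4:**
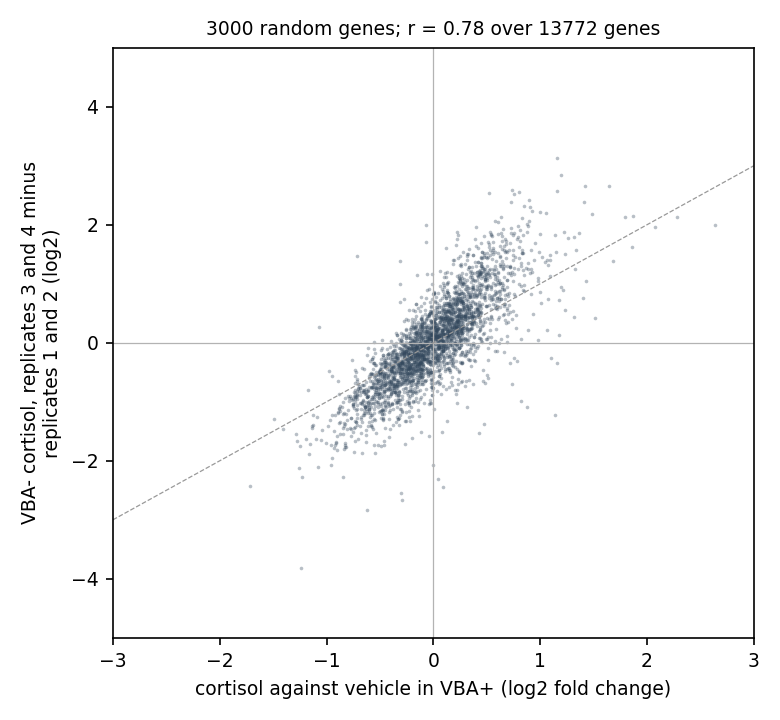
Difference of VBA- cortisol replicates 3 and 4 from replicates 1 and 2 (vertical, log2) against the cortisol effect in VBA+ larvae (horizontal, log2 fold change) for 3000 random genes, with 1 gene beyond the axes; the dashed line marks equal values. The correlation over 13772 genes is 0.777.

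The effect of genotype was then set against that of chronic cortisol. Across tested genes the VBA- against VBA+ effect in vehicle and the VBA+ cortisol effect correlated at Pearson r 0.437 and Spearman rho 0.369. Both effects share the VBA+ vehicle libraries. Simulated unchanged groups against shared controls gave a median r of 0.504 (95% range from 0.0122 to 0.791), and 642 of 1000 were at least as high as the observed value. The simulations in this paragraph drew on deviations of libraries from all groups. They include VBA- cortisol, which is not part of this comparison and varied most, so the simulated ranges may be too wide. When the controls were split 2 and 2 between the effects, r was 0.143, against a simulated range from -0.493 to 0.47. In all, 11 genes were called in both comparisons, 5 higher in both, 5 lower in both and 1 in opposite directions. Lists of the same lengths from simulated unchanged groups shared a median of 22 genes (95% range from 3 to 44), with a median of 22 in the same direction. The gene with opposite directions was plin6 (ENSDARG00000076844), higher in VBA- larvae and lower with cortisol, which is named here after its values were seen.

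Gene lists fixed beforehand were tested with camera in all 5 comparisons. With the preset correlation 32 of 50 tests were called, against 6 under fry and 1 under an estimated correlation. The test that held under all 3 was that of the immediate early genes for cortisol in VBA- larvae, with a median log2 fold change of 1.3 and 4 of 4 genes higher (adjusted p 2.9e-17 with camera, 0.0117 with estimated correlation and 0.0007 with fry). All 4 were called when adjusted over the list alone and 0 when adjusted over all genes tested. The study chose these genes for their rise with cortisol in the same libraries. Neither the p-values of these list tests nor the count over the list alone are therefore independent evidence. In VBA+ larvae their median was 1.58 (adjusted p 4.87e-06 with camera and 5.69e-05 with fry), with 4 of 4 called both ways.

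For cortisol in VBA+ larvae, camera also called canonical GR targets, with a median of 0.53 and 15 of 22 genes significant adjusted over the list alone and 14 over all genes tested (adjusted p 7.22e-06, and 0.000805 with fry). Genes raised by cortisol in at least 2 of 3 experiments, these libraries among them, had a median of 0.505, with 92 of 146 significant adjusted over the list alone and 59 over all genes (adjusted p 3.9e-15, and 0.00943 with fry). Synaptic genes had a median of 0.487 with 25 of 63 adjusted over the list alone and 15 over all genes, and basement membrane genes a median of 0.373 with 13 of 32 and 9. Cytosolic ribosomal proteins had a median of -0.298 with 41 of 79 and 28, and circadian clock genes a median of 0.19 with 8 of 32 and 8. These 4 calls by camera (adjusted p from 6.4e-10 to 0.0142) did not hold under fry. For synaptic signaling and translation, the study described the same directions in the later replicates of its klf9 experiment, apart from treatment. Heat shock genes (median 0.109, 6 of 38 and 6), proinflammatory genes (median 0.184, 2 of 11 and 2) and genes that depended on klf9 in another experiment (median -0.0545, 34 of 399 and 50) were not called.

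In VBA- larvae, camera called 6 lists for cortisol besides the immediate early genes, and none of the 6 held under fry or with an estimated correlation. Canonical GR targets were among them, with a median of 0.231 and 77.3% of genes higher (adjusted p 3.42e-05, 0.102 with fry and 0.0967 with estimated correlation), and 1 of 22 was significant adjusted over the list alone and 0 over all genes. The other medians were 0.0851 for circadian clock genes, 0.106 for genes raised by cortisol in at least 2 of 3 experiments, -0.0936 for cytosolic ribosomal proteins, -0.177 for proinflammatory genes and -0.0882 for genes that depended on klf9 (adjusted p from 0.000319 to 0.0155 with camera). A rise of canonical GR targets is thus not shown to be confined to VBA+ larvae.

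In vehicle, heat shock genes were lower in VBA- larvae, with a median of -0.267 and 14 of 38 significant adjusted over the list alone against 1 over all genes (adjusted p 2.72e-06 with camera and 0.00543 with fry). In cortisol their median was -0.334 (adjusted p 3.32e-07 with camera and 0.0225 with fry), with 5 adjusted over the list alone and 0 over all genes. Camera called 5 other lists between genotypes in cortisol, none of which held under fry or with an estimated correlation. Their medians were -0.348 for canonical GR targets (adjusted p 0.000169, and 0.0568 with fry), -0.548 for synaptic genes, -0.512 for genes raised by cortisol in at least 2 of 3 experiments, -0.246 for proinflammatory genes and 0.148 for cytosolic ribosomal proteins (adjusted p from 4.45e-15 to 0.0219 with camera). Basement membrane genes were higher in VBA- larvae in vehicle, with a median of 0.311 and 12 of 32 adjusted over the list alone against 1 over all genes (adjusted p 9.55e-07 with camera, not called under fry). In vehicle camera also called immediate early genes (median 0.255, 4 of 4 higher), synaptic genes (-0.169), cytosolic ribosomal proteins (-0.0815) and genes that depended on klf9 (0.0988), with adjusted p from 0.000107 to 0.0469, and these 4 calls did not hold under fry or with an estimated correlation. Canonical GR targets had a median of -0.155 in vehicle and were not called (adjusted p 0.0886 with camera), whereas with the replicate block they were (adjusted p 0.0362).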

Values the study reported

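The study reported that PC1 and PC2 held 46% and 14% of the variance among samples. Between VBA- and VBA+ larvae without treatment it counted 405 differentially expressed genes, of which 103 were underexpressed and 302 overexpressed in VBA- larvae. In cortisol-treated VBA+ larvae it counted 4298 differentially expressed genes, with 2177 upregulated and 2121 downregulated. In cortisol-treated VBA- larvae it counted 8 genes.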

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

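Both tests of actb2 given here were chosen after its result was seen. They replace a first test, which asked whether its values were the 2 highest of the common distribution and was answered in the negative.

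The single gene called for a difference of the cortisol effect between genotypes was actb2 (ENSDARG00000037870), with a difference of -0.76 and an adjusted p of 0.0241 in limma. It took 2 values over the 16 libraries, 16.13 in the 4 VBA+ vehicle libraries and 16.89 in the other 12, and in each library 6 genes shared its value. The median tested gene took 14 different values. TNNT3 (ENSDARG00000068457) held the value 16.89 in the 4 VBA+ vehicle libraries and 16.13 in 10 of the others, so these abundant genes exchanged steps of the distribution. A limit at the top of the distribution is argued against, since at least 14 genes lay above actb2 in every library. Steps shared by several genes after the quantile normalization are a candidate explanation of the spread of 0 and of the size of the change, and the 2 values over 16 libraries go with it. A change of actb2 itself in VBA+ vehicle larvae stays open. Of 100 assignments of the 16 libraries to the groups, the real one included, 3 gave at least 1 call, and the highest count was 3593.

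For 6 of the 10 gene lists camera found that the cortisol effect differed between VBA- and VBA+ larvae. The median differences (log2) were -0.338 for proinflammatory genes, -0.28 for canonical GR targets, -0.442 for synaptic genes, -0.276 for basement membrane genes, 0.205 for cytosolic ribosomal proteins and -0.431 for genes raised by cortisol in at least 2 of 3 experiments. None of these 6 held under fry or with an estimated correlation. In 43 of 100 assignments of the libraries at least 6 lists were called, so the number of lists does not stand apart from chance assignments. Genes of a list that vary together between libraries are not allowed for by the preset correlation. A dependence of these lists on the GR stays open.

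In 6 of 138 sets of 4 libraries a library lay far from the other 3, where 6.9 are expected by chance, and no explanation was tested for these. The ratio is the gap to the nearest library over the range of the group. It was 0.83 for PER1 (ENSDARG00000012499) in VBA+ vehicle, where replicate 2 was at 10.75 and the others from 10.59 to 10.62. It was 0.872 for egr4 (ENSDARG00000077799) in VBA- cortisol, where replicate 3 was at 7.78 and the others from 7.47 to 7.51. For lgals4 (ENSDARG00000104016) in VBA+ cortisol it was 0.89, with replicate 4 at 7.12 and the others from 6.32 to 6.41. TNNT3 had a ratio of 1 in VBA- vehicle and of 1 in VBA- cortisol, with replicate 4 and replicate 3 at 15.54 and the others at 16.13, values that are steps of the distribution. On PC2 the ratio was 0.893 in VBA+ cortisol, where replicate 3 was at -24.42 and the others from -5.472 to -3.21.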

How the results depend on the processing

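Counts of called genes depended on the error model. With all 16 libraries in a single fit the counts were 16 for VBA- against VBA+ in vehicle (51 in the 8-library fit), 21 for cortisol in VBA+ (1783), 5 for cortisol in VBA- (0) and 10 for VBA- against VBA+ in cortisol (0). That fit shares an error among groups with unequal spread. The cause was not tested for the other changes. A term for replicates 1 and 2 against 3 and 4 gave 363, 1858, 2 and 1 calls in the same order. Without the trend, eBayes gave 1 and 619 calls for the first 2 comparisons. Library weights gave 2770 for cortisol in VBA+ and 1 for VBA- against VBA+ in cortisol, and voom weights gave 23 for VBA- against VBA+ in vehicle. Without the filter on low values, where more genes are tested, VBA- against VBA+ in vehicle gave 8 calls. The adjusted p alone gave 3276 for cortisol in VBA+, since fewer criteria apply. With only the limit on the mean dropped, a setting added after seeing the data, the counts were 57, 2228, 0 and 0 in the same order, and 1 for the interaction. Apart from the block, the covariate and the fits without a library, given separately, the other settings stayed within 1.5 times of 51 and 1783 for the first 2 comparisons and gave 0 calls for the other 2. Rescaling by TMM or median-of-ratios factors shifted the median of all genes by -0.0275 to 0.0247 (log2).

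The call of actb2 in the test of the interaction was lost (0 genes) with the replicate block, without the filter on low values, with an offset of 5, with TMM and median-of-ratios rescaling and with voom weights. In the remaining settings that kept all libraries the count was 1.

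The replicate block gave 195 calls for VBA- against VBA+ in vehicle, where same-numbered libraries deviated together, and 50 of the 51 genes were among them. Among the named genes and lists of that comparison it changed no call other than that of the canonical GR targets, whose adjusted p by camera went from 0.0886 to 0.0362. For cortisol in VBA- the correlations of deviations were 0.288, 0.657, 0.0782 and 0.67, so 3 of 4 pairs were over the limit of 0.1 and the rule for a pairing was not met. The block gave 0 calls there. In the other 2 comparisons the libraries share only a number, with correlations from -0.344 to -0.0938 for cortisol in VBA+ and from -0.625 to -0.449 for VBA- against VBA+ in cortisol. The block gave 6 and 0 calls in these, which says nothing about the size of the effects. With the block 34 list tests were called, against 32.

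A covariate for the score of each library on the axis of variation within groups, taken from the 8 libraries not compared, was added after seeing the data. It gave 218 calls for VBA- against VBA+ in vehicle, 24 for cortisol in VBA+, 5 for cortisol in VBA- and 98 for VBA- against VBA+ in cortisol.

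Across the fits that each left out a library, counts ranged from 1 (without VBA+ vehicle replicate 2) to 63 for VBA- against VBA+ in vehicle, and from 414 (without VBA+ cortisol replicate 2) to 2925 (without VBA+ cortisol replicate 4) for cortisol in VBA+. They were 0 throughout for cortisol in VBA-, from 0 to 2 for VBA- against VBA+ in cortisol and from 0 to 1 for the interaction. The correlation of the genotype and cortisol effects ranged from 0.259 to 0.53, and the share of variance on PC1 from 45.7% to 49.2%. The fold change of nr3c1 in vehicle ranged from -0.70 to -0.40, with adjusted p from 0.157 to 0.503 in limma. The mean slope of VBA- cortisol libraries ranged from -0.0604 to 0.443 and turned negative without VBA- cortisol replicate 3 (-0.0604) or replicate 4 (-0.0141). With all 8 VBA- libraries against a single reference, a test added after seeing the data, the mean slope was 0.186 and the exact permutation p 0.714.

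The correlation of the genotype and cortisol effects was 0.143 with the control libraries split between them, which removes the shared controls. The share of variance on PC1 was 38.7% over all tested genes and 60.4% with values centred only. Camera called 1 list test with an estimated correlation and fry called 6. For the named genes, 150 values under other settings, the covariate included, were computed, of which 104 stayed on the same side of the threshold, 38 became weaker and 7 stronger, and 1 reversed. The last was that of BFSP1 (ENSDARG00000074919) for cortisol in VBA+, with -0.08138 under the covariate. With a library left out, 222 of 312 stayed, 89 became weaker and 1 stronger, and none reversed. Depth is unknown, so no limit from counting could be given.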

Other observations

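The tests that were chosen or worded after their results were seen are those of a shared shift between batches, of a random pairing of libraries, of missing treatment, of a swap and of GR targets along the axis.

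The number of genes called between VBA- and VBA+ in vehicle was 51, with 37 higher and 14 lower. These are lower than the values quoted from the study above. For cortisol in VBA+ larvae 1783 genes were called, with 780 higher and 1003 lower. These are lower than the values quoted from the study above. For cortisol in VBA- larvae 0 genes were called, with 389 at an unadjusted p under 0.05. That is lower than the value quoted from the study above.

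Other splits of the same libraries were fitted for each comparison. For cortisol in VBA+, 1 of 35 splits, the real one, gave 1783 calls and the other 34 gave 0. For VBA- against VBA+ in vehicle, 2 of 35 gave at least 51 calls. The other was the split of replicates 1 and 2 from 3 and 4, with 113 calls, and with a term for that split the real comparison gave 363. Among the 7 other splits that part all 4 same-numbered pairs, the highest count was 0. For cortisol in VBA- the real count was 0, so that 35 of 35 gave at least as many whatever the data, which decides nothing, and the split of replicates 1 and 2 from 3 and 4 gave 3388. For VBA- against VBA+ in cortisol the real count was also 0 and the 35 of 35 decide nothing either, and the highest count was 2723, for VBA+ cortisol 1 and 2 with VBA- cortisol 3 and 4 against the rest. For called gene lists the numbers were 2, 7, 8 and 16 of 35 in the same order of comparisons as in the report (genotype in vehicle, cortisol in VBA+, cortisol in VBA-, genotype in cortisol). Each of these shares is above 0.05.

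In VBA- cortisol, replicates 3 and 4 differed from replicates 1 and 2 along the VBA+ cortisol effect (r 0.777 across genes). A preparation in 2 batches with the same shift in all groups is argued against, since the corresponding differences of VBA+ cortisol and VBA- cortisol correlated at -0.748. VBA+ cortisol was also opposed to VBA+ vehicle (-0.348) and VBA- vehicle (-0.609), whereas the differences of the 3 other groups correlated positively (r 0.526, 0.427 and 0.606), so a shift shared by these 3 stays open. A trend with expression level explained 0.541% of the variance of the difference. Low genes are argued against as the source, since r was 0.793 among the 1695 genes with a mean normalized count of at least 1000. Missing treatment of replicates 1 and 2 is argued against, since 4 of the 4 immediate early genes were above all VBA- vehicle libraries in both, though the study chose these genes on these libraries. Gene length could not be weighed, because 76.2% of genes had a length, under the limit of 80%. A random pairing of the 4 libraries was examined in the 3 other groups, and in 3 of 3 the split of replicates 1 and 2 from 3 and 4 had the largest variance. Chance gives this with a probability of 0.037, too little to decide in a test reworded after its result. A random pairing, a batch that acted differently in each group, the order of collection within a dish and a more variable state of larvae without a GR stay open and may each have contributed.

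FKBP5 was near the VBA+ level in replicate 1 of both VBA- groups (8.71 and 8.95). If larvae with a functional GR were in these pools, other genes lower in VBA- would also lose their deficit there. Genes chosen on the other 3 replicates kept a median share of 0.333 of their deficit in vehicle replicate 1, against 0.773, 0.512 and 0.621 in replicates 2 to 4. In cortisol the shares were 0.351, 1.38, 0.102 and 0.844, so that replicate 3 was lower than replicate 1. GR-carrying larvae in the pools and a difference among pools cannot be told apart on these values. In vehicle the share of replicate 1 lies between full loss and the range of the others. In cortisol it lies within the range of the others. In all, 3 tests of a swap with a VBA+ library were run. The first was the share of 0.333, which left it open. The second was the share of their excess kept by genes higher in VBA-, 0.509 in vehicle replicate 1 against 0.907, 0.782 and 0.969 in replicates 2 to 4 (in cortisol 0.763, 1.66, 0.163 and 0.813), which passed a limit of 0.5 that was set after the value was known. The third was chosen after the values of each library had been looked at. It found that the lowest value of FKBP5 among the 8 VBA+ libraries was 8.42, above the highest value of 6.94 in VBA- replicates 2 to 4, so no VBA+ library had the level that a swap requires. That argues against a swap, and it rests on a single gene.

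The genotype effect and the VBA+ cortisol effect correlated at 0.437 across genes. Shared control libraries are a candidate explanation, since the value fell to 0.143 with split controls, within the range simulated for unchanged groups. That range was simulated with deviations from all groups, the more variable VBA- cortisol group included, so it may be too wide. A shared direction of both effects beyond the shared controls is therefore neither shown nor excluded with 4 control libraries.

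Genes near nr3c1 may differ between VBA- and VBA+ larvae through a linked haplotype. This could not be weighed, because 70.8% of tested genes had a place in the gene order of another assembly, under the limit of 80%. A comparison of neighbours with other genes had been run before this share was computed, and it is void.

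With the covariate for the axis within groups, 24 genes were called for cortisol in VBA+ larvae, 18 of them among the 1783. Of these 18, 3 were canonical GR targets (16.7%), DDIT4 (ENSDARG00000037618), KLF9 (ENSDARG00000068194) and DUSP1 (ENSDARG00000100515), against 10 of the 1765 genes that were lost (0.567%, Fisher's exact p 0.000232). DDIT4 and DUSP1 are named here after their values were seen, and the study picked KLF9 from these libraries. In VBA- larvae the covariate gave 5 calls, which were NPAS4 (ENSDARG00000055752), egr4 (ENSDARG00000077799), ier2b (ENSDARG00000086881), ier2a and serpina1l, the last 2 also named after their values were seen. A candidate explanation is a response of GR targets and immediate early genes that is separate from the broad axis, as a hypothesis found and tested on the same libraries. In VBA+ larvae, ier2b and FOS (ENSDARG00000031683) stayed past the threshold of limma with the covariate (adjusted p 0.00791 and 0.0133), whereas NPAS4, egr4 and egr1 (ENSDARG00000037421) did not (0.0706, 0.0545 and 0.216). For VBA- against VBA+ in cortisol the covariate gave 98 calls, NR3C1 (ENSDARG00000025032) among them (-1.13, adjusted p 0.0348 in limma), against 0 without it. Whether the broad axis itself is a response to cortisol stays open, and the loss of 1765 of the 1783 calls in VBA+ larvae does not decide it. Differences within the VBA- groups, from which the axis was taken, ran along the VBA+ cortisol effect (r 0.777 in cortisol and 0.718 in vehicle). The covariate is thus partly collinear with treatment in VBA+ larvae and removes calls whatever the cause of the axis. The comparison of kept with lost genes carries the same limit.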
